# Transcriptome sequencing and microRNA–mRNA regulatory network construction in the lens from a Na_2_SeO_3_-induced Sprague Dawley rat cataract model

**DOI:** 10.1186/s12886-023-03202-x

**Published:** 2023-11-16

**Authors:** Rui Fang, Pei-Lin Yue, Hai-Long Li, Xue-Fei Ding, Yu-Xuan Jia, Zhao-Chuan Liu, Hong-Gang Zhou, Xu-Dong Song

**Keywords:** mRNA, Cataract, microRNA, Network, Rat, Len

## Abstract

**Background:**

A sight-threatening, cataract is a common degenerative disease of the ocular lens. This study aimed to explore the regulatory mechanism of age-related cataract (ARC) formation and progression.

**Methods:**

Cataracts in Sprague Dawley rats were induced by adopting the method that injected selenite subcutaneously in the nape. We performed high-throughput RNA sequencing technology to identify the mRNA and microRNA(miRNA) expression profiles of the capsular membrane of the lens from Na_2_SeO_3_-induced and saline-injected Sprague Dawley rats. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were carried out to forecast the regulatory and functional role of mRNAs in cataracts by DAVID and Metascape. The protein–protein interaction(PPI) network of differentially expressed mRNA(DEmRNAs) was built via the STRING. Target miRNAs of hub genes were predicted by miRBD and TargetScan. Furthermore, differentially expressed miRNA(DEmiRNAs) were selected as hub genes’ targets, validated by quantitative real-time polymerase chain reaction(qRT-PCR), and a DEmiRNA-DEmRNA regulatory network was constructed via Cytoscape.

**Result:**

In total, 329 DEmRNAs including 40 upregulated and 289 downregulated genes were identified. Forty seven DEmiRNAs including 29 upregulated and 18 downregulated miRNAs were detected. The DEmRNAs are involved in lens development, visual perception, and aging-related biological processes. A protein–protein interaction network including 274 node genes was constructed to explore the interactions of DEmRNAs. Furthermore, a DEmiRNA-DEmRNA regulatory network related to cataracts was constructed, including 8 hub DEmRNAs, and 8 key DEmiRNAs which were confirmed by qRT-PCR analysis.

**Conclusion:**

We identified several differentially expressed genes and established a miRNA-mRNA-regulated network in a Na_2_SeO_3_-induced Sprague Dawley rat cataract model. These results may provide novel insights into the clinical treatment of cataracts, and the hub DEmRNAs and key DEmiRNAs could be potential therapeutic targets for ARC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12886-023-03202-x.

## Introduction

Age-related cataract(ARC) is a prevalent ocular disorder identified by lens opacification, which is the leading cause of blindness in the world [1, 2]. Based on numerous previous investigations, age and environmental factors such as UV exposure and the use of biofuels in rural areas can increase the risk of cataracts [3]. Surgical removal of lens opacity is the mainstream method for cataracts. However, despite the rapid progress in surgery technology related to cataracts, there is still some postoperative complication [4], which influence patients' quality of life and cause serious social economic load. Furthermore, current effective cataract surgical coverage (ECSC) has failed to meet expectations. Median ECSC among high-income countries was highest at 60.5%, but only 14.8% among low-income countries [5]. Therefore, cataract patients in developing countries find it more difficult to obtain surgical resources timely. At present, there is no effective drug to cure cataracts in the clinic, and its specific pathogenesis still needs to be further studied [6]. Considering the global aging trend, it is of far-reaching significance to further improve the level of clinical prevention and treatment of cataracts, and elucidating the mechanism of cataract development is an important cornerstone to achieving this goal.

Transcripts can be identified by transcriptome sequencing technology effectively, mainly including mRNA and non-coding RNA, such as circular RNA, and microRNA (miRNA) [7]. The miRNA is a class of non-coding single-stranded RNA molecules that are widely found in eukaryotes and are encoded by endogenous genes with a length of about 21–23 nucleotides [8]. MiRNA regulates the expression of target genes by binding to the 3’-untranslated region of target mRNA, promoting mRNA degradation or blocking its translation. Current studies have shown that miRNAs are involved in the biological processes of many diseases including tumors, chronic disease, and infectious disease [9, 10], and they can regulate cell proliferation, differentiation, invasion, apoptosis, and metastasis [11]. In recent years, many researchers have detected the expression of miRNAs in the lens of cataract patients, and a large amount of evidence shows that miRNAs are closely related to the development of cataracts, which regulate protein synthesis by regulating mRNA levels [12, 13]. Microarray analysis revealed several miRNA expression differences in cataract crystalline lens compared with normal lens tissue [14]. A growing body of research now indicates that the miRNA-mRNA axis regulates the activity of lens epithelial cells and is involved in the development of cataracts, indicating their potential as a new candidate therapeutic target [13, 15, 16]. For example, the upregulation of Let-7b microRNA has been observed in cataracts and promotes cataract progression [12]. Furthermore, miR-221 and miR-124 were also dysregulated in cataracts, suggesting that these miRNAs may play an important role in the pathogenesis of cataracts [13, 16]. Therefore, there is an urgent need to identify promising miRNAs for the non-surgical treatment of cataracts due to the vacancy of effective miRNAs for cataracts.

Transcriptome sequencing can obtain nearly all transcripts of a particular organ or tissue of a specific species in a certain state comprehensively and quickly, and conduct perfect analysis to evaluate the differential expression of genes, which yields more informative data than microarrays [7, 17]. However, the number of studies using transcriptome sequencing to reveal potential biomarkers for cataracts is limited. Therefore, to identify potential molecular targets for the non-surgical treatment of cataracts, we analyzed mRNA and miRNA expression profiles of the rat cataract model group and control group. Differentially expressed mRNAs (DEmRNAs) and differentially expressed miRNAs (DEmiRNAs) between the rat cataract model and control were selected to construct the miRNA-mRNA network.

In our study, transcriptional sequencing was used to identify differentially expressed miRNAs and mRNAs in selenite-induced rat cataract models, aiming to investigate their potential in cataract prevention and treatment and provide a basis for improving the level of clinical precaution and therapy strategy of cataracts. In addition, to fully understand the functions of proteins and miRNAs in cells and their interactions, we constructed miRNA-mRNA interaction analysis and protein–protein interaction (PPI) networks. The accuracy of RNA sequencing was verified using reverse transcription-quantitative RT(qPCR) for the selected miRNAs. We hope that the identification of cataract-related key miRNAs can contribute to cataract treatment.

## Materials and methods

### Establishment of the rat model of cataract

All Sprague–Dawley (SD) rats used in this research were purchased from Weitong Lihua Biotechnology (Beijing, China). Healthy 8-day-old SD rat pups were used to establish the cataract model, they were housed along with their mothers for 14 days at 25°C in a barrier environment with a 12/12 h light/dark cycle. All rats were monitored daily for the development of cataracts by slit-lamp. All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of Nankai University (Permit No. 2022-SYDWLL-000550).

Before the experiment, the SD rat pups were split at random into two groups: the control group(rat pups treated with saline) and the Na_2_SeO_3_ group(rat pups treated with sodium selenite at 20μmol/kg body weight). Animals in the Na_2_SeO_3_ group were injected subcutaneously on the nape of the neck with Na_2_SeO_3_ on days 3, 5, and 7, and animals in the control group were treated in the same way with the equivalent amount of saline, essentially as described previously [18]. On the 15th day of the experiment, the rat pups were sacrificed under ketamine anesthesia and the lens was extracted. The diagram of model establishment is shown in Fig. 1A. All experimental operations were following the Guidelines for the Care and Use of Laboratory Animals.

**Fig. 1:**
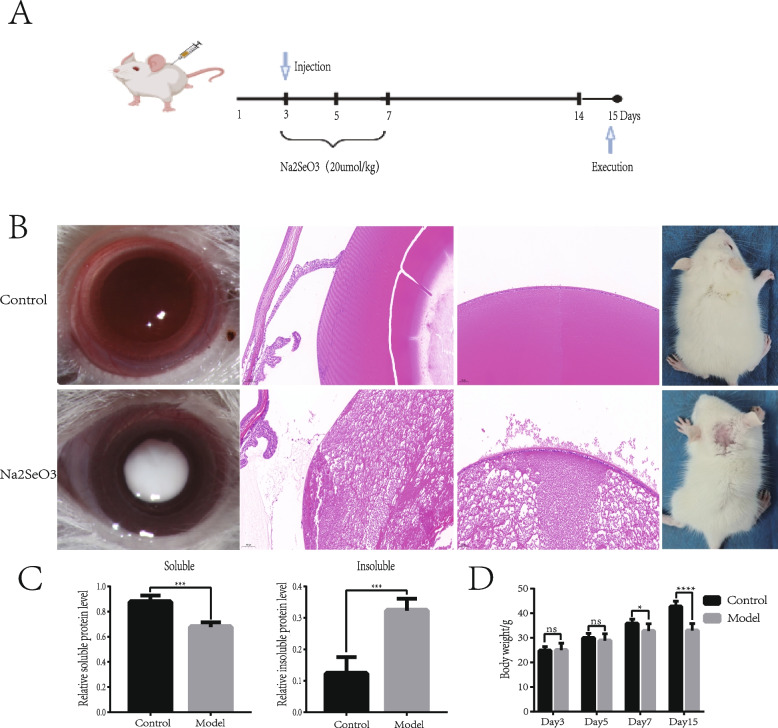
Establishment of the Na_2_SeO_3_-induced Sprague Dawley rat cataract model. **A** The experimental process of Na_2_SeO_3_-induced Sprague Dawley rat cataract model construction. **B** The slit-lamp image and HE staining of lenses in control and Na_2_SeO_3_-induced groups. **C** Soluble and insoluble proteins of lenses were analyzed in control and Na_2_SeO_3_-induced groups (*n* = 3). **D** Body weight was measured before administration and anesthesia (*n* = 10)

### Soluble and insoluble protein assay

The rat lens was removed from the corneal scleral margin and protein levels were measured using the lens of the right eye. After the lens was cleaned with ice PBS and weighed, it was homogenized in PBS and NaOH with an ultrasound homogenizer and centrifuged at 4℃ at 12,000 G for 25 min. The supernatants obtained from the two solvents were used to detect the concentrations of soluble and insoluble proteins respectively, essentially as described in detail previously [18]. The concentration of soluble protein and insoluble protein was determined by a BCA protein concentration assay kit (Gene-protein link, Beijing, China).

### Haematoxylin and eosin(HE) staining

For a check of the pathological and ultrastructural changes of the lens in each group, the removed eyeballs were fixed with FAS eyeball fixation solution(Gene-protein link, Beijing, China) for 48h. Next, the fixed tissues were dehydrated and embedded in paraffin, cut into 5um thick slices, HE staining was then performed according to standard procedure and observed by a Microscope slide scanner (3D hi-tech/Pannoramic MIDI, Hungary).

### High-throughput RNA sequencing (RNA-Seq)

After extracting total RNA from the capsular membrane of six lenses (three rats from the control group and three rats from the Na_2_SeO_3_ group) using TRIzol reagent (ThermoFisher, USA). RNA quality inspection was performed by an Agilent 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, CA, USA). The Qubit® 2.0 Fluorometer (Life Technologies, CA, USA) was used in the RNA concentration measurement. Sequencing library construction and sequencing were carried out by Beijing Tangtangtianxia Biotechnology Co. Ltd (Beijing, China).

The data from RNA-Seq were first filtered (Cutadapt and Fqtrim) and assessed for quality (FastQC), and then compared to the reference genome (miRDeep and HISAT2). The data source for the reference genome is the Ensembl database (http://asia.ensembl.org).

### Screening of differentially expressed RNAs

We used the edgeR [19] package to analyze the high-throughput sequencing data, genes with adjusted *P*-value < 0.05 and llog2FoldChangel > 1 were selected as DEmiRNAs and DEmRNAs. Volcanic maps and heat maps of DEmiRNAs and DEmRNAs were generated using the Tutu Cloud Platform (http://www.cloudtutu.com/#/index).

### GO and KEGG pathway enrichment analysis

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed for DEmRNAs, using the online Database for Annotation, Visualization and Integrated Discovery (DAVID) [20] (https://david.ncifcrf.gov/) and Metascape [21] (http://metascape.org), which is a powerful tool for gene function annotation analysis. *P* value < 0.05 as the cutoff criterion was considered statistically significant.

### Protein–protein interaction(PPI)network analysis

Protein interaction network analysis is important for understanding protein function and relationship. The PPI network of upregulated and down-regulated DEGs-encoded proteins was demonstrated by the STRING website [22] (version 11.5, https://cn.string-db.org), with a search limited to “Rattus norvegicus” and a score > 0.4 corresponding to medium confidence interaction as significant. Network construction and analyses were performed by Cytoscape [23] software(version 3.9.1). furthermore, the hub genes of the PPI network analysis were performed for DEmRNAs in the modules by Hubba (version 2.5.4), and a *P* value < 0.05 was considered to be significant.

### Construction of a miRNA-mRNA Regulatory Network

The miRBD(https://mirdb.org/) and TargetScan(https://www.targetscan.org/vert_80/) websites were used in the target miRNA prediction of the hub genes. Venn diagrams of the overlap between target miRNAs and DEmiRNAs were generated using Bioinformatics & Evolutionary Genomics (http://bioinformatics.psb.ugent.be/webtools/Venn/). Based on the overlap, Cytoscape software(version 3.9.1) was used to visualize the miRNA-mRNA regulatory network.

### Cell culture and treatment

The human lens epithelial cell line (HLEC) SRA01/04 used in this study was purchased from the American Type Culture Collection (ATCC) and validated by short tandem repeat (STR) analysis (Genetic Testing Biotechnology, Suzhou, China). SRA01/04 cells were cultured in DMEM medium (Gibco, C11995500BT) with 10% fetal bovine serum(Gibco, USA). All cells were maintained at 37 °C in an incubator with 5% CO_2_. The cells were treated with 200 μM H_2_O_2_ (Millipore, Bradford, MA, USA) for 24 h to establish an ARC cell model.

### qRT-PCR verification of selected miRNAs

After HLECs were treated with H_2_O_2_ for 24 h, the culture medium was discarded, washed with PBS, and RNA was extracted with TRIzol reagent (ThermoFisher, USA). Total RNA was extracted according to the instructions of the manufacturer and concentration was determined using Nanodrop One (ThermoFisher, USA). A total of 1 ug of total RNA was converted into cDNA using one-step RT-gDNA digestion SuperMix (Yeasen, China). Universal Blue qPCR SYBR Green Master Mix (Yeasen, China) was used to perform qRT PCR. The PCR primers of selected genes were synthesized by Sangon Biotech (Shanghai, China), and detailed information on primers is provided in Table 1. Relative expressions of target genes were calculated according to the 2^−ΔΔCt^ method. All the PCR reactions were performed in three biological repetitions.

**Table1:** Primer for Quantitative real-time PCR (qRT-PCR)

Gene names	Primer sequence (5'-3')
miR-206-3p	Forward-GCCGAGTGGAATGTAAGGAA
miR-493-5p	Forward-GCCGAGTTGTACATGGTAGG
miR-493-3p	Forward-GCCGAGTGAAGGTCTACTG
miR-193b-3p	Forward-GCCGAGAACTGGCCTACAAA
miR-200a-3p	Forward-GCCGAGTAACACTGTCTGGT
miR-29a-3p	Forward-GCCGAGTAGCACCATCTGAA
miR-29b-3p	Forward-GCCGAGTAGCACCATTTGAAA
miR-29c-3p	Forward-GCCGAGTAGCACCATTTGAA
U6	Forward-TGCGGGTGCTCGCTTCGGCAGC
Reverse	TATCCAGTGCAGGGTCCG

### Statistics analysis

Data were presented as the mean ± standard deviation (SD). Statistical analysis was performed using GraphPad Prism7.0 (GraphPad Software, CA, USA). Student’s t-test was used for comparison, differences were considered significant at *p* < 0.05. Statistical differences were indicated as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001 compared to the control. All assays were carried out three times or more.

## Result

### Establishment and evaluation of Na_2_SeO_3_-induced cataracts in rats

As shown in Fig. 1A, after three times of subcutaneous injections, the eyes of the rat pups were photographed on the 15th day of the experiment to observe the opacity of the lenses. The rat pups were then sacrificed and their eyeballs were removed for further analysis. The lenses of rat pups in the normal control group showed complete transparency, while all Na_2_SeO_3_-treated rats showed cataracts with lenses opacity. Typical images of the cataract group and the control group are shown in Fig. 1B. H&E staining was used to evaluate the histology of the rat eye samples, and it was found that the lens epithelium and lens fibers remained intact and well-organized without obvious pathological changes in the normal control group. Visibly, histological analysis revealed diffuse cataract changes in the lens in the Na_2_SeO_3_ group, including mussy and loose arrangement of lens epithelial cells, and degeneration/liquefaction of lens fibers (Fig. 1B). We detected the levels of soluble and insoluble proteins in the lenses of rats in the two groups and found that the level of soluble protein in the model group was notably descended, while the level of insoluble protein was markedly increased (Fig. 1C). We found that the body weight of the experimental group was remarkably decreased compared with that of the healthy control group on days 7 and 15 (day7:model group 32.79 ± 2.893g, control group 35.73 ± 1.837g, *p* = 0.018; day15:model group 32.92 ± 2.814g, control group 42.68 ± 2.21g, *p* < 0.0001), indicating the developmental retardation of Na_2_SeO_3_-treated rats (Fig. 1D). Moreover, as demonstrated in Fig. 1B, animals in the control group had intact hair, while there was baldness at the injection site of those in the model group.

### Analysis of high-throughput RNA sequencing results

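Small RNA from the capsular membrane of 6 lenses was sequenced, 3 from rat pups of the control group given saline and 3 from rat pups of the Na_2_SeO_3_ group given sodium selenite at 20 μmol/kg on days 3, 5, and 7, with the lenses taken on day 15. A miRNA library holds the short RNAs of a sample, of which only some are miRNAs. The authors trimmed the reads with Cutadapt and Fqtrim, checked them with FastQC, placed them on the Ensembl rat genome with miRDeep, and deposited the number of reads counted per miRNA name in each library, without normalization. The paper's text does not name the genome build. The table listed 910 names, of which 763 were rat miRNAs, 136 were miRNAs of other species, and 11 were names without a species. Counts were found in at least 1 library for 725 names. The counts summed to 2829903, 2075689, and 1806596 in control libraries 1 to 3 (median 2075689) and to 663096, 968151, and 877777 in Na_2_SeO_3_ libraries 1 to 3 (median 877777). Table 2 gives the raw reads of the same libraries, between 5793340 and 7881554, and all values here use the summed counts unless raw reads are named. A miRNA had to make up 1.06 to 1.66 CPM (counts relative to the library total) in the control libraries, or 3.10 to 4.52 CPM in the Na_2_SeO_3_ libraries, to reach 3 counts. These limits cover counting error only, because reads without molecular identifiers are not independent molecules. From the counts, names with too few reads were removed with edgeR's filterByExpr at a minimum count of 10, which left 341 miRNAs, 326 of them rat. Libraries were scaled with TMM, which sets library sizes so that most miRNAs do not change, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The filter, the scaling, and the test are choices that the paper's text leaves open, apart from naming edgeR. The mRNA libraries are not analysed here.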

The RNA-Seq results revealed the expression profiles of differentially expressed miRNAs and mRNAs between the lenses of cataractous rats and control rats (including three experimental animals and three control animals)(GEO Submission: GSE226274) (www.ncbi.nlm.nih.gov/geo). 

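Of the 341 miRNAs tested, 56 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test together with an absolute log2 fold change of 1, the thresholds given in the methods. With the unadjusted p-value in place of the adjusted one the number was 59, and without the fold change threshold it was 118. In 53 of the 56 DEmiRNAs the normalized values of the 3 libraries of one group all lay above those of the other, as they did in 158 (46.3%) of all miRNAs tested, where chance gives 10%. Leaving out each library in turn gave between 45 and 62 DEmiRNAs, of which 39 to 48 were among the 56. As a ratio, the number changed most when the same thresholds were put to edgeR's glmTreat, which tests against a log2 fold change of 1 rather than against 0 and called 9 miRNAs. Libraries of both groups carry the numbers 1 to 3, although they come from different animals. The deviations of same-numbered libraries from their group means correlated across miRNAs at -0.17, -0.18, and -0.26, and miRNAs are not independent replicates. With the replicate number as a block, 49 miRNAs were DEmiRNAs (33 up-regulated and 16 down-regulated), and all 49 were among the 56.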

With *P*-value < 0.05 and llog2FoldChangel > 1 as thresholds, 47 differentially expressed miRNAs and 329 differentially expressed mRNAs were found in miRNA and mRNA expression profiles. 

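The share of each library's raw reads that was counted on miRNA names differed between the groups. Of the raw reads listed in Table 2, 39.7%, 26.3%, and 25.6% were counted in control libraries 1 to 3, a mean of 30.5% ± 7.94 (SD, n = 3). In the Na_2_SeO_3_ libraries the shares were 11.4%, 13.0%, and 11.8%, a mean of 12.1% ± 0.84 (SD, n = 3). The ranges did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Raw reads did not separate the groups in the same way, with the paper's values averaging 7355373 ± 457097 (SD) in the control group and 6896259 ± 955291 (SD) in the Na_2_SeO_3_ group (exact permutation test, p = 0.6, n = 3 per group). The GC content of all raw reads in Table 2 averaged 50.6% ± 0.17 (SD, n = 3) and 51.9% ± 0.18 (SD, n = 3) in the control and Na_2_SeO_3_ groups, again without overlap (exact permutation test, p = 0.1).

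**Figure D1:**
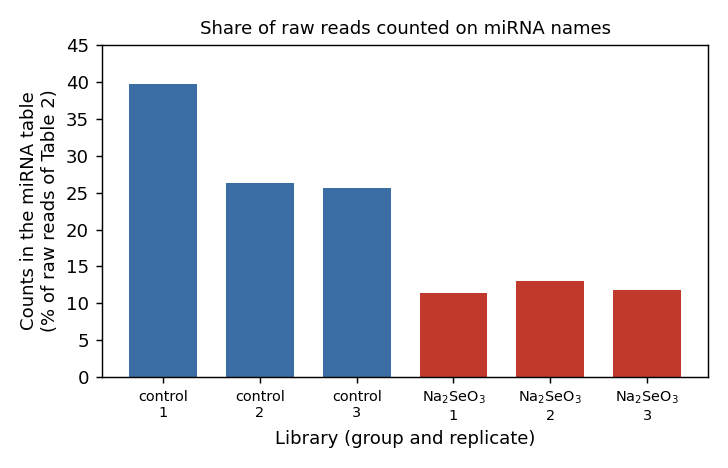
Counts in the miRNA table as a percentage of the raw reads of Table 2, with 1 bar per library, blue for the control group and red for the Na_2_SeO_3_ group. The control bars stand between 25.6% and 39.7% and the Na_2_SeO_3_ bars between 11.4% and 13.0%.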

Information of Raw Data (FASTQ) about reading counts and Q30% etc. are demonstrated in Table 2. 

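The 56 DEmiRNAs were 39 up-regulated and 17 down-regulated miRNAs, so that 69.6% were up-regulated. The split depended on how the libraries were scaled. Scaling to library size only gave 53 up-regulated and 10 down-regulated miRNAs, and upper-quartile scaling gave 32 and 22. Each of these methods sets the counted miRNAs of a library against each other. Scaling to the raw reads of Table 2, which was chosen after seeing the data, instead gave 6 up-regulated and 176 down-regulated miRNAs, and the median log2 fold change of all miRNAs tested moved from 0.08 to -1.07.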

Compared with the normal lens, 29 miRNAs and 40 mRNAs were up-regulated and 18 miRNAs and 289 mRNAs were down-regulated in the cataractous lens. 

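The median log10 read count of the names with more than 1 count was 1.76, 1.74, and 1.69 in control libraries 1 to 3 and 1.54, 1.61, and 1.49 in Na_2_SeO_3_ libraries 1 to 3. The group means, 1.73 ± 0.04 (SD, n = 3) and 1.55 ± 0.06 (SD, n = 3), lay further apart than the spread within either group (two-sided exact permutation test, p = 0.1, the smallest p possible). These counts were not normalized. After TMM scaling the median log2 CPM of the miRNAs tested was 6.61 ± 0.17 (SD, n = 3) in the control group and 6.75 ± 0.04 (SD, n = 3) in the Na_2_SeO_3_ group, which the scaling brings close together by design. The 10 most abundant miRNAs took 70.9% ± 1.13 (SD, n = 3) of the counts in the control group and 67.6% ± 0.79 (SD, n = 3) in the Na_2_SeO_3_ group (exact permutation test, p = 0.1). The number of names with at least 1 count was 540 ± 26.3 (SD, n = 3) and 509 ± 27.8 (SD, n = 3), which the libraries did not separate (exact permutation test, p = 0.4).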

The normalized miRNAs/mRNAs dataset distributions of each group were basically the same (Fig. 2A and B). 

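Among the DEmiRNAs whose groups did not overlap, the largest rise in a rat miRNA was that of rno-miR-219a-2-3p. It was counted 5 to 13 times in the control libraries and 59 to 81 times in the Na_2_SeO_3_ libraries, a log2 fold change of 4.26 (standard error 0.32, adjusted p = 2.04e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which stayed between 3.92 and 4.80 with each library left out in turn. The name tca-miR-3876-5p is not a rat miRNA. It had no count in the control libraries and 14, 39, and 43 counts in Na_2_SeO_3_ libraries 1 to 3. Among names outside rat with a mean of 10 to 30 reads where counted, 62.8% were counted in 1 library only. The mean of tca-miR-3876-5p where counted lies above that band. The next were rno-miR-130b-5p with a log2 fold change of 2.30, rno-miR-493-5p with 2.26, and rno-miR-501-3p with 2.01. For rno-miR-501-3p the Na_2_SeO_3_ libraries held 10 to 13 counts, and its adjusted p rose to 0.071 when a library was left out. The largest falls were those of rno-miR-193b-3p (log2 fold change -2.05), rno-miR-10a-5p (-1.80), rno-miR-29a-3p (-1.70), rno-miR-132-5p (-1.53), and rno-miR-200b-3p (-1.45). The control libraries differed widely in rno-miR-10a-5p, at 103 ± 59.5 CPM (SD, n = 3), and its adjusted p reached 0.070 when a library was left out. Of the 5 most abundant miRNAs, only rno-miR-184 was a DEmiRNA, falling from 81459 ± 6586 to 37254 ± 3194 CPM (SD, n = 3 each), a log2 fold change of -1.13 (adjusted p = 3.48e-05, edgeR), and it stayed short of the fold change threshold with library size only as the scale, at -0.93. The log2 fold changes of the other 4, rno-miR-148a-3p, rno-miR-99a-5p, rno-miR-182, and rno-miR-96-5p, lay between -0.39 and 0.21.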

A volcano plot of the expressions of miRNA and mRNA shows the up-regulated and down-regulated miRNAs and mRNAs (Fig. 2C and D). Heat map clustering was used to analyze miRNAs and mRNAs expression levels (Fig. 2E and F).

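Over all 341 miRNAs tested, rather than the DEmiRNAs alone, hierarchical clustering of the log2 CPM values also placed the 3 control libraries in one branch and the 3 Na_2_SeO_3_ libraries in the other. The mean Pearson correlation across miRNAs was 0.982 within groups and 0.959 between them, and the difference of 0.0223 was the largest of the 10 ways to split the 6 libraries into 3 and 3 (one-sided exact permutation test, p = 0.1, the smallest p possible). Control libraries were closer to each other, with a mean correlation of 0.991, than Na_2_SeO_3_ libraries were, with 0.972. The first principal component held 54.8% of the variance and separated the groups. The second component held 24.0% and spread the Na_2_SeO_3_ libraries from -8.93 in library 1 to 6.90 in library 3, whereas the control libraries lay between -1.18 and 0.82.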

**Table 2:** Information of Raw Data(FASTQ) about RNA-Seq

	Sample	Raw Reads	Bases(Gp)	GC(%)	Q20(%)	Q30(%)
miRNA	Model1	5,793,340	0.29	52.04	98.38	95.3
	Model2	7,431,649	0.372	51.88	98.95	96.58
	Model3	7,463,788	0.373	51.69	98.86	96.26
	WT1	7,128,168	0.356	50.78	98.91	96.32
	WT2	7,881,554	0.394	50.65	99.08	97
	WT3	7,056,397	0.353	50.45	98.92	96.39
mRNA	Model1	117,332,702	17.717	46.955	97.23	93.115
	Model2	121,218,758	18.304	46.26	97.06	92.685
	Model3	111,458,008	16.83	46.34	97.02	92.63
	WT1	105,396,088	15.915	47.785	96.915	92.345
	WT2	87,462,256	13.207	47.85	96.935	92.55
	WT3	118,907,686	17.955	47.325	96.945	92.28

**Fig. 2:**
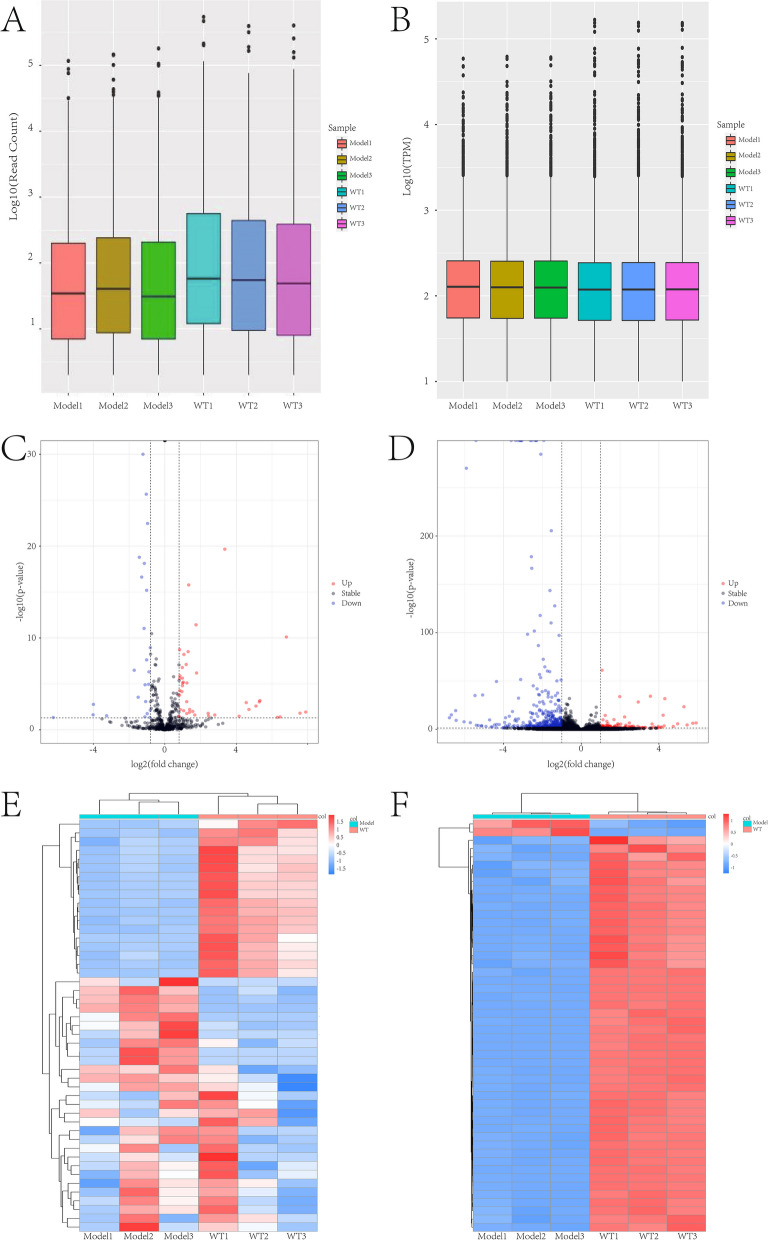
Identification of the significant expression changes of RNAs in cataract rat models. **A** The distribution of the total expression of the miRNA in six lenses. **B** The distribution of the total expression of the mRNAs in six lenses. **C** Volcano plots of the DEmiRNAs (red, upregulated; blue, down-regulated). **D** Volcano plots of the DEmRNAs (red, upregulated; blue, down-regulated). **E** Heatmaps for DEmiRNAs (red, upregulated; blue, down-regulated). **F** Heatmaps for DEmRNA (red, upregulated; blue, down-regulated)

### Functional enrichment analysis and protein–protein interaction(PPI) analysis

Three hundred and twenty-nine DEmRNAs were analyzed by the online software Metascape. The top 20 GO and KEGG pathway terms of 329 mRNAs are shown in Fig. 3A, some enriched functions and pathways were related to lens development and aging. The GO functional analysis of the differentially expressed mRNA was categorized into the following three parts: biological process (BP), molecular function (MF), and cell component (CC), and terms with p values less than 0.05 were listed in Figure S1A. Among the involved biological processes, lens development in the camera-type eye, visual perception, muscle contraction, camera-type eye development, and intermediate filament organization, were the most important terms related to the dysregulated mRNAs. Regarding CC, DEmRNAs were significantly enriched in the intermediate filament. The molecular function of DEmRNAs was significantly enriched in the structural constituent of the eye lens and structural molecule activity. Besides, adrenergic signaling in cardiomyocytes, cardiac muscle contraction, and hypertrophic cardiomyopathy were the most notably enriched KEGG pathway terms (Figure S1 B).

**Fig. 3:**
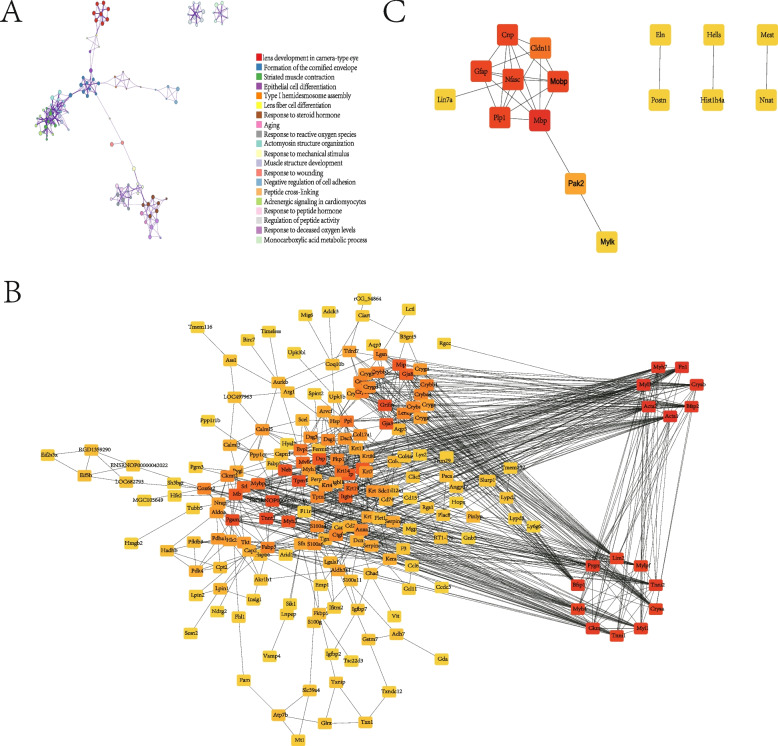
Three types of networks. **A** Top 20 clusters and their representative enriched terms (colored by cluster ID). **B** The PPI network of down-related DEmRNAs by the online database STRING. **C** The PPI network of up-related DEmRNAs by the online database STRING

The up-regulated and down-regulated DEmRNAs were analyzed using the STRING online database, and the PPI network was constructed. The results were downloaded and analyzed using Cytoscape software (Fig. 3 B and C). The top 5 hub genes of up-regulated DEmRNAs and 10 hub genes of down-regulated DEmRNAs were screened according to their degree values, and the identified hub genes were Mbp, Nfasc, Gfap, Cnp, Plp1, Acta1, Acta2, Fn1, Myl3, Cryab, Myh7, Bfsp2, Ckm, Pygm and Bfsp1, as shown in Table 3.

**Table 3:** The degree values of the key genes

	Gene symbol	Gene description	log2FC	Degree
Up-regulated DEmRNAs	Mbp	myelin basic protein	4.31	7
	Nfasc	neurofascin	2.57	6
	Gfap	glial fibrillary acidic protein	3.56	6
	Cnp	2',3'-cyclic nucleotide 3' phosphodiesterase	1.32	6
	Plp1	proteolipid protein 1	2.94	6
Down-regulated DEmRNAs	Acta1	actin, alpha 1, skeletal muscle	-1.22	34
	Fn1	fibronectin 1	-1.12	29
	Myl3	myosin light chain 3	-2.23	26
	Cryab	crystallin, alpha B	-3.09	25
	Myh7	myosin heavy chain 7	-1.52	25
	Bfsp2	beaded filament structural protein 2	-2.1	25
	Ckm	creatine kinase, M-type	-1.15	24
	Pygm	glycogen phosphorylase, muscle associated	-1.28	24
	Bfsp1	beaded filament structural protein 1	-2.57	24
	Myh4	myosin heavy chain 4	-1.53	23

*FC* fold change

### Construction of the DEmiRNA-mRNA regulatory network

Using TargetScan and miRDB to predict the target miRNAs of the up-regulated and down-regulated hub genes, the results of TargetScan were visualized in Figure S2A and S2B. 

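All 8 miRNAs that the network is built on, miR-206-3p, miR-493-5p, miR-493-3p, miR-193b-3p, miR-200a-3p, miR-29a-3p, miR-29b-3p, and miR-29c-3p, were among the 56 DEmiRNAs, with 3 higher and 5 lower in the Na_2_SeO_3_ group. In each of the 8, every library of one group lay above every library of the other. The highest of their adjusted p-values in edgeR's quasi-likelihood test was 0.0034, and it was 0.0118 with the replicate number as a block, where the deviations of same-numbered libraries correlated at a mean of -0.21. Adjusted over the 8 alone, all 8 passed as well, which shows no stability because the list was drawn from these data. All 8 were still DEmiRNAs in each of the 6 fits that left out one library, whereas glmTreat called 5 of the 8. With library size only as the scale, miR-200a-3p fell just short of the fold change threshold, at -0.99. With at least 10 counts required in every library, miR-193b-3p and miR-29c-3p could not be tested, since a Na_2_SeO_3_ library had fewer.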

Based on the negative regulation relationship between miRNAs and mRNAs, the intersection of predicted miRNAs obtained from the above analysis and differentially expressed miRNAs was taken to obtain 8 key miRNAs. 

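Normalized values of miR-206-3p were 1040 ± 130 CPM (SD, n = 3) in the control group and 3491 ± 818 CPM (SD, n = 3) in the Na_2_SeO_3_ group, a log2 fold change of 1.75 (standard error 0.19, adjusted p = 3.48e-05, edgeR's quasi-likelihood test). In the rat annotation of assembly GRCr8, where 322 of the 326 rat miRNAs tested were found by name, Mir206 lies beside Mir133b. The 5p arm of miR-493 rose from 23.8 ± 5.20 to 113 ± 31.0 CPM (SD, n = 3 each), with a log2 fold change of 2.26 (standard error 0.25, adjusted p = 3.48e-05). The 3p arm rose from 50.2 ± 9.79 to 163 ± 40.3 CPM (SD, n = 3 each), a 3.25-fold rise (standard error 0.23 on the log2 scale, adjusted p = 1.07e-04, edgeR). Both arms come from Mir493, which lies between Mir673 and Mir337 in the Dlk1-Dio3 cluster. With each library left out in turn, the log2 fold change stayed between 1.51 and 1.87 for miR-206-3p, 2.02 and 2.43 for miR-493-5p, and 1.51 and 1.89 for miR-493-3p. Per raw read of Table 2, a scale chosen after seeing the data, the log2 fold changes were 0.59 (adjusted p = 0.112), 1.12 (adjusted p = 0.0101), and 0.55 (adjusted p = 0.174, edgeR) in the same order.

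**Figure D2:**
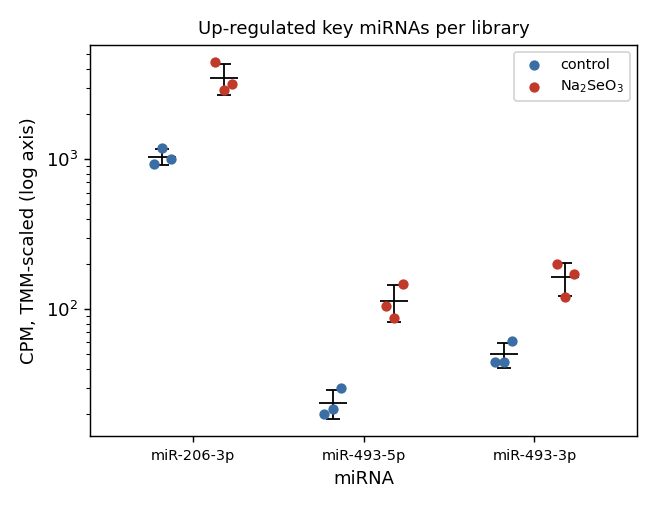
TMM-scaled CPM on a log axis of miR-206-3p, miR-493-5p, and miR-493-3p, with 1 point per library, blue for the control group and red for the Na_2_SeO_3_ group, and black lines for the mean ± SD of 3 libraries. All 3 red points lie above all 3 blue points for each miRNA.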

For the target miRNAs of 10 down-regulated hub genes and up-regulated DEmiRNAs, the intersection set was taken to obtain 3 key miRNAs including miR-206-3p, miR-493-5p, and miR-493-3p (Fig. 4A). 

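Normalized values of miR-193b-3p were 50.0 ± 4.19 CPM (SD, n = 3) in the control group and 12.2 ± 3.69 CPM (SD, n = 3) in the Na_2_SeO_3_ group, a log2 fold change of -2.05 (standard error 0.27, adjusted p = 1.07e-04, edgeR's quasi-likelihood test). Between 9 and 14 reads per Na_2_SeO_3_ library lay behind the lower value. The level of miR-200a-3p went from 432 ± 60.4 to 189 ± 11.3 CPM (SD, n = 3 each), a log2 fold change of -1.19 (standard error 0.17, adjusted p = 1.53e-04). Mir200a lies beside Mir200b inside the protein-coding gene Ttll10 in GRCr8, and miR-200b-3p fell with it. The most abundant of the 5 was miR-29a-3p, which went from 1563 ± 252 to 479 ± 110 CPM (SD, n = 3 each), a log2 fold change of -1.70 (standard error 0.20, adjusted p = 3.84e-05). For miR-29b-3p the means were 63.2 ± 6.86 and 25.8 ± 2.97 CPM (SD, n = 3 each), a log2 fold change of -1.29 (standard error 0.22, adjusted p = 7.04e-04). For miR-29c-3p they were 40.7 ± 5.68 and 16.8 ± 4.48 CPM (SD, n = 3 each), a log2 fold change of -1.25 (standard error 0.27, adjusted p = 0.0034, edgeR). These differences exceeded the spread between replicates. With control library 1 left out, the adjusted p of miR-29c-3p rose to 0.0401, the highest of the 5. Per raw read of Table 2 the falls were larger, with log2 fold changes from -3.22 for miR-193b-3p to -2.35 for miR-200a-3p.

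**Figure D3:**
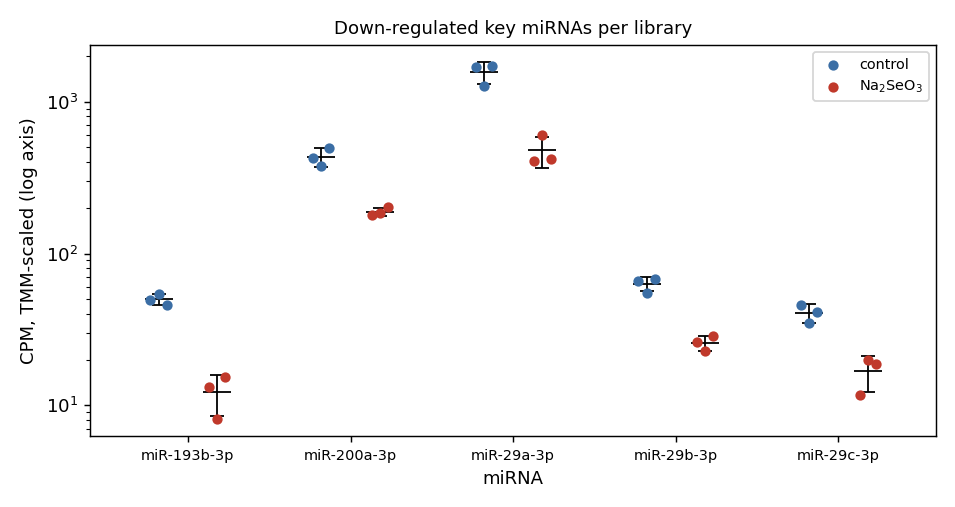
TMM-scaled CPM on a log axis of the down-regulated key miRNAs, with 1 point per library, blue for the control group and red for the Na_2_SeO_3_ group, and black lines for the mean ± SD of 3 libraries. All 3 red points lie below all 3 blue points for each of the 5 miRNAs.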

The overlap between the targets miRNAs of 5 up-regulated hub genes and down-regulated DEmiRNAs was shown in Fig. 4B, including miR-193b-3p, miR-200a-3p, miR-29a-3p, miR-29b-3p, and miR-29c-3p. 

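A precursor yields a 5p and a 3p arm, so the other arm of a key miRNA gives a second measurement of its gene. The 5p arm of miR-200a fell as well, from 170 ± 24.4 to 82.3 ± 21.0 CPM (SD, n = 3 each), a log2 fold change of -1.06 (adjusted p = 0.0027, edgeR's quasi-likelihood test). The 5p arm of miR-29c went from 362 ± 85.6 to 236 ± 68.3 CPM (SD, n = 3 each), a log2 fold change of -0.62 that did not pass (adjusted p = 0.0519, edgeR). With the replicate number as a block it passed an adjusted p-value of 0.05 (adjusted p = 0.0439, edgeR; mean correlation of same-numbered deviations -0.21), and over the alternatives chosen beforehand its adjusted p ranged from 0.0123 with DESeq2 to 0.264 with control library 3 left out. With library size only as the scale, miR-200a-5p was at -0.86, short of the fold change threshold. It also fell short without control library 3 (-0.97) and without Na_2_SeO_3_ library 2 (-0.84). The other arms of miR-206, miR-193b, miR-29a, and miR-29b had too few counts to be tested. The hub-gene side of the network rests on the mRNA libraries, which are not analysed here. The paper reasons that a miRNA lowers its target mRNA, keeps the DEmiRNAs that are predicted to target a hub gene changed in the opposite direction, and joins these pairs into the network. The paper states that the network helps to understand the molecular mechanism of cataracts, and it proposes that the results may guide therapy.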

The regulatory network of miRNA-mRNA was established, as shown in Fig. 4C, involving 8 miRNAs and 8 hub-genes (Bfsp1, Plp1, Cnp, Nfasc, Mbp, Pygm, Bfsp2, and Fn1).

**Fig. 4:**
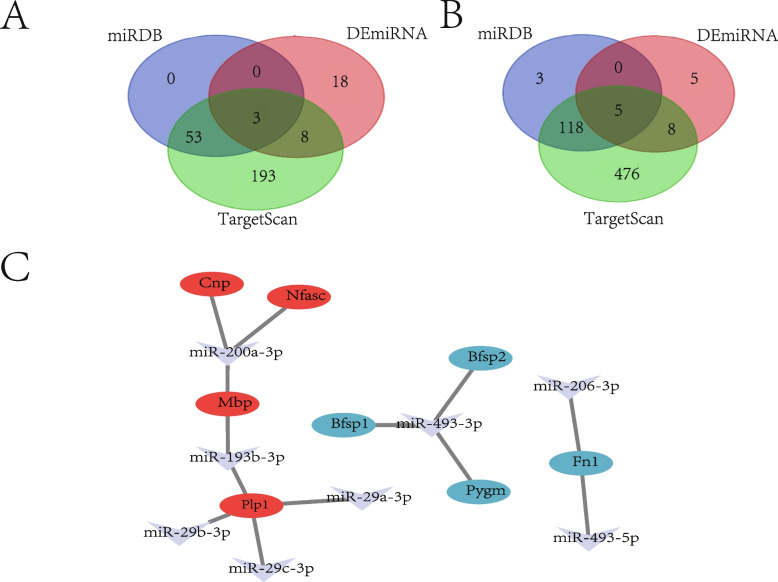
Construction of miRNA-mRNA regulatory network. **A** Venn diagram of DEmiRNAs and predicted miRNAs of down-related mRNA by Targetscan/miRDB. **B** Venn diagram of DEmiRNAs and predicted miRNAs of up-related mRNA by Targetscan/miRDB. **C** Construction of the miRNA-mRNA regulatory network including 8 miRNAs and 8 mRNAs (red ellipse, up-regulated DEmRNAs; blue ellipse, down-regulated DEmRNAs; V-shape, DEmiRNAs)

### Verification of differentially expressed genes in the network by qRT-PCR

To confirm the reliability of our findings, we validated the identified miRNAs of the network by qRT-PCR in vitro model of cataract induced by H_2_O_2_. According to our experimental results, The related expression to U6 of miRNA-206-3p, miRNA-493-5p, and miRNA-493-3p was lightly upregulated with no significance. The relative expression of miRNA-193b-3p, miRNA-200a-3p, miRNA-29a-3p, miRNA-29b-3p, and miRNA-29c-3p were significantly decreased in the H_2_O_2_-induced model group, in agreement with our bioinformatics expression analysis (Fig. 5).

**Fig. 5:**
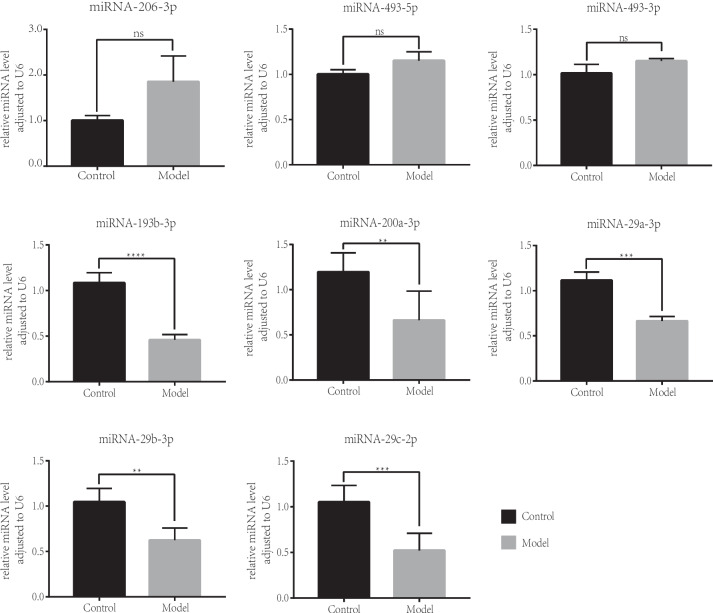
The expression of key DEmiRNAs in H_2_O_2_ induced model group compared with the control group by qPCR (*n* = 3)

## Discussion

Cataract is a common ophthalmic ailment characterized by clouding of the lens caused by multiple factors that can gradually lead to visual impairment [2]. Although clinicians are currently able to surgically remove cloudy lenses and improve vision of cataract patients, non-surgical options remain attractive considering surgical resources and postoperative complications. However, its complex pathogenesis is a stumbling block in the development of non-surgical therapies, and new biomarkers are needed to advance this work. Over the years, many studies have been devoted to elucidating the pathogenesis of cataracts, and they have found some valuable molecules that, based on their results in preclinical studies, may be promising therapeutic targets [24]. The miRNA is like a rising star among them, which attracts more and more concerns, emerging as a prominent class of gene regulators [25]. Based on existing studies, we found that not only a single miRNA can target multiple target genes, but also multiple miRNAs can regulate the same gene. This complex regulatory network enables miRNA to fully exert its regulatory effect on genes. It can not only regulate the expression of multiple genes through a single miRNA but also control the expression of a certain gene through the combination of multiple miRNAs precisely [8, 26]. However, the role of miRNAs in the occurrence and development of cataracts remains largely unknown and needs to be clarified by further studies. The advance in sequencing technology, such as high-throughput RNA sequencing technology (HST), provides a powerful mining tool for related research.

Na_2_SeO_3_-induced cataract model, an extremely rapid and convenient model of nuclear cataracts produced in young rats [27, 28]. Compared to other cataract models, vesicles formed in selenite cataracts most closely resemble those in human cataracts by confocal microscopy. Selenite cataracts share other similarities with human cataracts, such as increased calcium, insoluble protein, and proteolysis; decreased water-soluble proteins and reduced glutathione [28, 29]. There are some differences between selenium cataracts and human cataracts, so careful consideration is needed when extrapolating selenium cataracts results to humans. Accordingly, we determined miRNA and mRNA expression profiling between paired Na_2_SeO_3_-induced rat cataract model and control animals using HTS technology, aiming to distinguish deregulated RNAs in cataract lenses and try to discover its potential and effect as a non-surgical treatment for cataract. We also conducted further verification in human lens epithelial cells.

The competing endogenous RNA (ceRNA) is a novel mechanism for exploring the interactions of RNA at the post-transcriptional level by competing for shared microRNA response elements (MREs) [30]. For example, mRNA, miRNA, and circRNA were known as RNA interaction molecules, which have crucial biological significance [31, 32]. As the center of the ceRNA regulatory network, miRNA acts as the downstream of circRNA/lncRNA to directly regulate the expression and translation of target genes [8]. The gain or loss of function of individual miRNAs can change the expression levels of hundreds of proteins [26], which means that a single miRNA can alter multiple pathophysiological phenotypes at the same time regardless of cataractogenic etiology. Therefore, the manipulation of miRNA expression is a promising strategy that has preventive and therapeutic effects on cataracts. In this study, a miRNA-mRNA network was constructed which contains miR-206-3p, miR-493-5p, miR-493-3p, miR-193b-3p, miR-200a-3p, miR-29a-3p, miR-29b-3p, miR-29c-3p, Bfsp1, Plp1, Cnp, Nfasc, Mbp, Pygm, Bfsp2 and Fn1, whose dysregulation may be associated with the cataract pathogenesis.

Fn1(fibronectin-1) is a member of the glycoprotein family that has been shown to play an important role in cancer metastasis [33], osteogenic differentiation [34], and epithelial-mesenchymal transformation(EMT) [35]. Posterior capsule opacification (PCO) is a complication after cataract surgery, particularly in children. Migration and abnormal differentiation of lens epithelial cells (LECs) in the form of EMT are the major biological processes associated with PCO. As a major marker of typical EMT, the elevation of fibronectin was evident in TGFβ2-stimulated LECs, contributing to PCO [36]. In the Na_2_SeO_3_-induced cataract group, the level of Fn1 was decreased, with a marked difference from the control group, indicating Fn1 participates in the process of cataract. Beaded filaments are the major cytoskeletal element of the eye lens and they are essential to the optical properties of the eye lens [37]. Among them, BFSP2 (phakinin or CP49) and BFSP1 (filensin) assemble into lens-specific beaded intermediate filaments, which are one of the main cytoskeletal structures in the lens fiber [38, 39]. BFSP1 and BFSP2 have been confirmed to be genes associated with autosomal dominant cataracts [40, 41]. Moreover, the absence of BFSP2 or BFSP1 causes the disappearance of beaded intermediate filaments and changes the morphology of lens fiber cells [42]. Both of them decreased in the model group and considering the arrangement disorder, degeneration, and liquefaction of fiber cells in the lens of the Na_2_SeO_3_-induced cataract group, suggested that they were involved in the formation of cataracts.

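The 3 members of the miR-29 family, miR-29a-3p, miR-29b-3p, and miR-29c-3p, fell together in the Na_2_SeO_3_ group, with a median log2 fold change of -1.29 (adjusted p = 0.0022 over 10 miRNA sets, limma's fry test, two-sided). With the replicate number as a block the adjusted p was 0.0328, and same-numbered libraries deviated in opposite directions on average (mean correlation -0.21). The median was -1.10 or lower under each other scaling, filter, and set of libraries tried for the set. In GRCr8, miR-29b-3p can come from Mir29b1 or Mir29b2. How the authors' counting divided reads among the 3 members was not tested.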

MiRNA-29a, miRNA-29b, and miRNA-29c belong to the miRNA-29 family. Studies have shown that miR-29b can inhibit the deposition of extracellular matrix and increase cell viability under chronic oxidative stress conditions, and ameliorate oxidative damage [43]. The decreased expression of miRNA-29a and miRNA-29c has been proven to exert function in the apoptosis of LECs during diabetic cataract formation by targeting the BCL2-modifying factor [44]. Moreover, the cytoskeleton remodeling genes tropomyosin (Tm) 1 α and 2 β were targets of miR-29c [45], which have been implicated in the pathophysiology of fibrosis in the lens [46]. Dunmire et al. identified 110 miRNAs in the aqueous humor of cataract patients, and miR-202, miR-193b, miR-135a, miR-365, and miR-376a were the top 5 abundant miRNAs [47]. Studies have shown that the expression of microRNA-200a [48], microRNA-493 [49], and miR-206 [50] were related to cell apoptosis, senescence, and dysfunction, which may be involved in cataract pathogenesis. Therefore, we concluded that miR-206, miR-493, miR-193b, miR-200a, and miR-29 may play important roles in a variety of biological processes by regulating the expression of target genes with different functions (Bfsp1, Plp1, Cnp, Nfasc, Mbp, Pygm, Bfsp2, and Fn1), which plays an important place in the pathogenesis network of cataract.

If a miRNA acts on target genes and regulates the development of cataracts, we can try to insert its pre-miRNA or sponge sequence into viral vectors to correct the pathogenic genes of cataracts by manipulating miRNA expression, which may provide a new approach for the treatment of cataracts. At present, small nucleic acid drug research is in full swing and there are many applications in eye diseases. Our research results show that they provide a new idea for the drug treatment of cataracts, and they may become effective anti-cataract drugs in the future. However, there are still some limitations in this study. The specific mechanism of these selected miRNAs in cataracts is not yet clear, and their regulatory mechanism needs to be clarified by further in vitro and in vivo experiments.

## Conclusion

In summary, we constructed a miRNA-mRNA network in a cataract rat model, which helps understand the molecular mechanism of cataracts. Some important genes and pathways related to cataracts were identified, and these results may suggest some guidance for potential effective therapy.

### Supplementary Information

**Additional file 1.** 

## Data Availability

The datasets generated and analyzed during the current study are stored in Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226274) and available from the corresponding author on reasonable request.

# Supplementary material for: Transcriptome sequencing and microRNA–mRNA regulatory network construction in the lens from a Na2SeO3-induced Sprague Dawley rat cataract model
**Source:** BMC Ophthalmol. 2023 Nov 16;23:461. doi: 10.1186/s12886-023-03202-x
**Supplement:** Supplementary file 1 — Additional file 1.

A

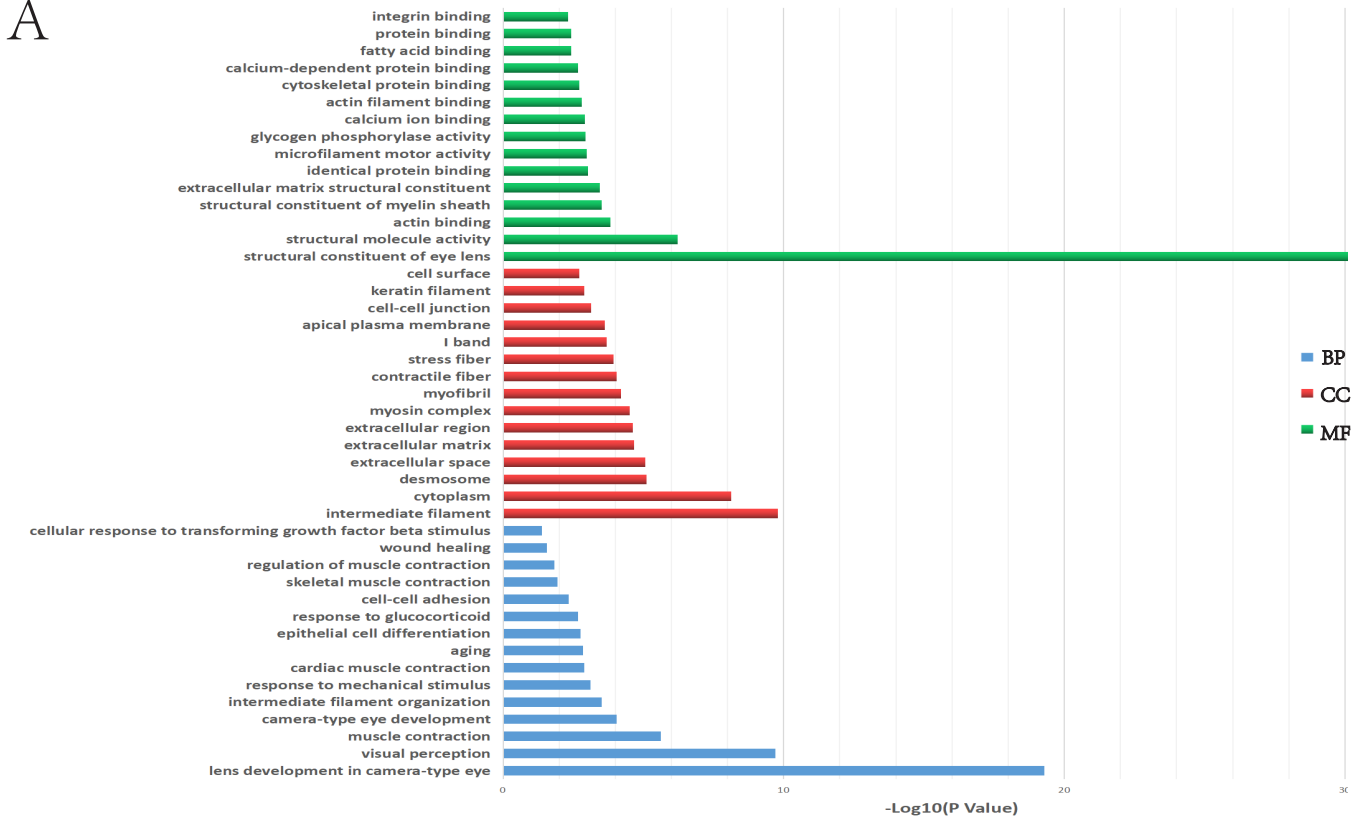

B

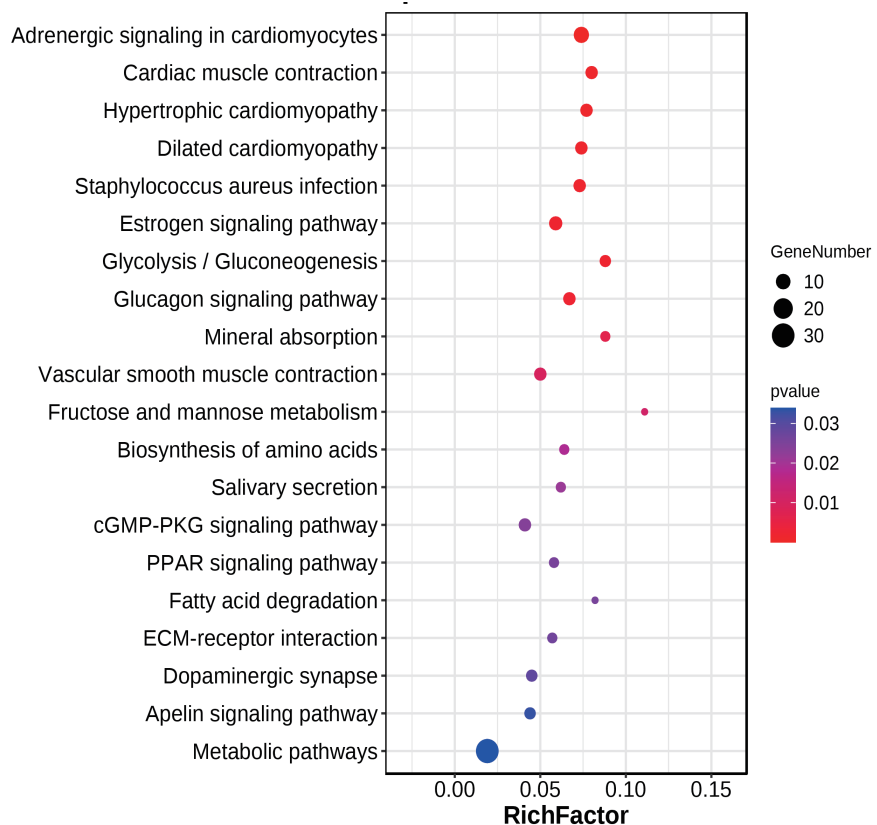

Figure-S1. Significantly enriched GO terms and KEGG pathways of common DEmRNAs.

(A) GO terms(green, Biological process (BP); red, Cell composition (CC); blue, Molecular function (MF)).

(B) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

A

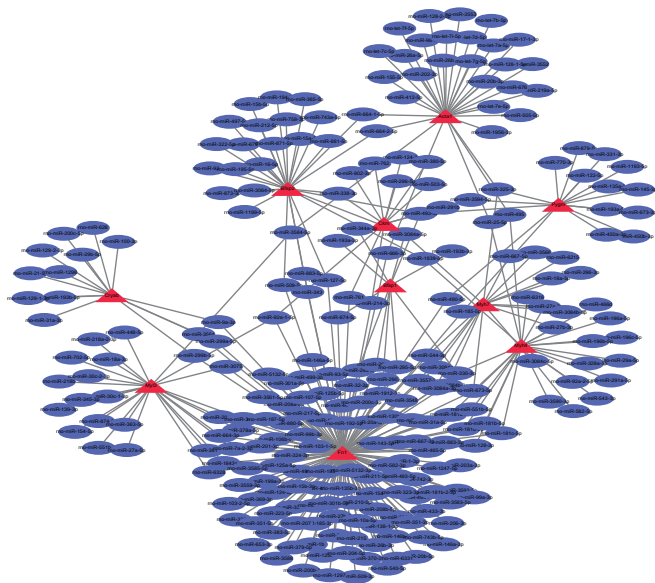

B

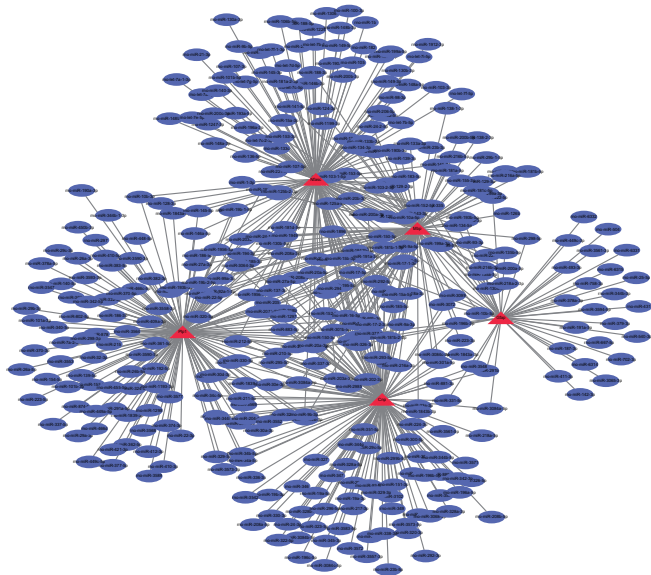

Figure-S2. Predicted miRNAs of hub genes by Targetscan.

- (A) Predicted miRNAs of hub genes in down-regulated mRNA.
- (B) Predicted miRNAs of hub genes in up-regulated mRNA(part).

How the deposited data were processed for this re-analysis (not part of the article)

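Small RNA libraries from the lens capsular membrane of 3 control and 3 Na_2_SeO_3_ rat pups were compared, with the sample names of Table 2 (WT and Model, numbered 1 to 3) mapped to the control and Na_2_SeO_3_ groups. The authors trimmed the reads with Cutadapt and Fqtrim, checked them with FastQC, and placed them on the Ensembl rat genome with miRDeep. They deposited a table of read counts per miRNA name for the 6 libraries, without normalization or pooling. The paper's text does not name the genome build or the versions of these tools. No name was listed more than once, so choices on repeated names could not change a value.

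The counts were read as deposited. The depth was the sum of counts per library, from 663096 to 2829903, and 3 counts were taken as the smallest number that a library can show, with counting error as the only error covered. The chi-square of every pair of libraries over the miRNAs tested was far above its degrees of freedom, by a ratio of at least 30.5, so no library was taken as a copy of another. Names with too few reads were removed with filterByExpr at a minimum count of 10, libraries were scaled with TMM, and the groups were compared with edgeR's quasi-likelihood test with no other factor in the model. DEmiRNAs were defined by the methods' thresholds, an adjusted p-value of 0.05 and an absolute log2 fold change of 1, with Benjamini-Hochberg adjustment over 341 miRNAs. Standard errors were taken from the log2 fold change and its F statistic. Normalized values are CPM after TMM scaling, and log2 CPM used a prior count of 2. Sets of miRNAs were listed by hand and tested with limma's fry, adjusted over 10 sets, and 3 follow-up tests of parts of these sets were adjusted together. Values with 1 number per library were compared with two-sided exact permutation tests, in which 3 libraries against 3 cannot go below p = 0.1. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0.

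The procedure was tested on simulated counts drawn from the means and library sizes of the real libraries. In 5 draws, with 334 to 339 names tested and 200 of them changed by a log2 fold change of 2, between 99% and 100% of the changed names were called, and at most 0.51% of the calls were false. In draws without a change at most 1 name was called. Equal numbers of names were raised and lowered in the draws with changes. The draws therefore test neither changes near the threshold of 1 nor a shift of most miRNAs in the same direction.

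The paper's discussion calls the model and control animals paired, without saying which animals form a pair. The pairing by replicate number used here comes from the sample names alone. A model with the replicate number as a block was fitted beside the model without it. The miRNAs named were fixed by a rule set beforehand: the 8 key miRNAs, both arms of the other miRNAs the paper names, the 5 largest rises and the 5 largest falls among DEmiRNAs whose groups did not overlap, and the 5 most abundant. Single miRNAs outside the rule were chosen after their values were seen, among them those given as members of a set and rno-miR-219a-1-3p. The alternatives were other scalings, filters, tests, and thresholds, the replicate block, and leaving out each library. Scaling to the raw reads of Table 2 and the use of rat names only were added after seeing the data. A further 17 combinations of the exact test or DESeq2 without a filter, with other scalings and thresholds, were looked at when the counts were first explored, with the paper's number of DEmiRNAs known, so they were chosen after seeing the data, and all 17 are reported. Gene names and neighbours were taken from the RefSeq annotation of GRCr8, in which 322 of 326 rat miRNAs were found. Because the build behind the table is not named, no coordinates are given. A correction for GC content was not run, since mature sequences were not used here. The mRNA libraries and the qRT-PCR data are not analysed here.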

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

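The tests of the scaling, the depth, the matched lists, the names outside rat, and the miRNAs listed with miR-219a-2-3p were chosen only after the result was seen. No sequencing batch is given for these libraries, and no test of GC content was run because mature sequences were not used here.

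Of the 39 up-regulated DEmiRNAs, 36 are not named in the paper's text. They include 4 names that are not rat miRNAs. In the Dlk1-Dio3 cluster, a run of miRNA genes between Dlk1 and Dio3, 47 of the 48 miRNAs tested from a list written before the data were examined had a positive log2 fold change. Their median was 0.87 (adjusted p = 5.13e-04, limma's fry test). Over the alternatives the adjusted p ranged from 4.47e-11 with limma's camera, a different set test, to 0.0328 with fry and the replicate block. The list held 19 of the 39 up-regulated DEmiRNAs, 48.7% against 14.1% of the miRNAs tested (Fisher's exact test, p = 1.94e-08). miR-493 is one of them. Fisher's test treats miRNAs of the same cluster as independent draws, so its p does not measure the spread between animals. The paper does not report the cluster as a group. Random lists matched on mean expression had a median of -0.01, and none of 10000 reached the median of the cluster (a share of 0.0001, the smallest they can give), so the abundance class of these miRNAs does not account for it. Of the 10 splits of the 6 libraries, 1, the real one, put the cluster as far from the median of all miRNAs, at 0.79. The 3 other splits that part all same-numbered libraries gave 0.16 to 0.36, and the 6 splits that part fewer gave 0.16 to 0.29. With 10 splits this cannot settle whether the grouping arose by chance. The direction depends on the scale. The cluster took 0.907% ± 0.108 (SD, n = 3) of the counts in the control group and 1.97% ± 0.132 (SD, n = 3) in the Na_2_SeO_3_ group (exact permutation test, p = 0.1). Of the raw reads of Table 2 it took 0.283% ± 0.109 and 0.238% ± 0.021 (SD, n = 3 each; exact permutation test, p = 0.8), and its median log2 fold change was -0.29 while that of all miRNAs was -1.07. A rise of the cluster therefore cannot be told apart from a fall of most other miRNAs with the cluster keeping its level, and both are hypotheses.

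The count of rno-miR-219a-2-3p rose from 5 to 13 reads in the control libraries to 59 to 81 in the Na_2_SeO_3_ libraries, a log2 fold change of 4.26 in data the paper does not discuss. It was higher in 3 of 3 Na_2_SeO_3_ libraries, and per raw read its log2 fold change was still 3.15 (adjusted p = 4.21e-09, edgeR), so the scaling does not account for it. The copy rno-miR-219a-1-3p had 3 to 12 reads in the control libraries and 4 to 8 in the Na_2_SeO_3_ libraries. These reads are not scaled to depth, and the control libraries held more counts (mean 2237396 against 836341). They therefore do not show whether this copy changed. A candidate source is oligodendrocytes carried over with the lenses, since miR-219a was listed beforehand as one of their miRNAs. The other 2 miRNAs of that list that could be tested did not rise together as a set (adjusted p = 0.436 over 3 follow-up tests, limma's fry test, median log2 fold change -0.26), as rno-miR-138-5p was higher (log2 fold change 0.41, adjusted p = 0.351, edgeR) and rno-miR-338-3p lower (-0.93, adjusted p = 0.0519, edgeR). The test therefore gave no sign of such cells beyond miR-219a-2-3p itself, with only 2 miRNAs behind it, and the mRNA libraries are not analysed here. A change within the lens after Na_2_SeO_3_ remains a hypothesis.

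Among rat miRNAs that the paper does not name, rno-miR-130b-5p (log2 fold change 2.30, 14 to 21 reads against 33 to 43) and rno-miR-501-3p (2.01, 3 to 10 reads against 10 to 13) were also higher in the 3 Na_2_SeO_3_ libraries. Per raw read their log2 fold changes were 1.20 (adjusted p = 0.0193, edgeR) and 0.89 (adjusted p = 0.192, edgeR). The rise of rno-miR-501-3p cannot be told apart from an effect of the scaling, and no other explanation was tested for either.

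The name tca-miR-3876-5p, from another species, had 14, 39, and 43 reads in the Na_2_SeO_3_ libraries against 0 in each control library. It would be at least 17.7-fold higher if these zeros meant at most 3 reads, but zeros of such names may not mean absence. Among names with a mean of 10 to 30 reads where counted, 9.30% of the 43 names outside rat were counted in every library, against 100% of the 66 rat names. No value of 1 or 2 was found among the 246 nonzero values of names outside rat, whereas 15.7% of the 2901 nonzero values of rat names were that low. The pattern is consistent with names outside rat being called in each library separately, with a missing call written as 0. The mean of tca-miR-3876-5p where counted lies above the band of 10 to 30 reads, so the comparison does not include it. Nor does the comparison address a name called in all 3 Na_2_SeO_3_ libraries and in no control library. No biological explanation was tested for this name.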

How the results depend on the processing

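Apart from glmTreat, a lower fold change threshold, and scaling to raw reads, which are given below, changing one choice among scaling, filter, test, p-value adjustment, and replicate block gave between 42 and 63 DEmiRNAs in 12 fits, which shared 39 to 56 with the 56 reported. With the replicate number as a block there were 49. Leaving out each library gave 45 to 62 (31 to 43 up-regulated, 12 to 20 down-regulated). Causes of the changes listed here were not tested.

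The counts moved by more than 1.5 times in these settings. Library size only gave 10 down-regulated miRNAs beside 53 up-regulated, and moved the median log2 fold change of all miRNAs by 0.19. A fold change threshold of 0.8 gave 26 down-regulated miRNAs, and 29 with the unadjusted p-value. The exact test with no filter and the unadjusted p-value gave 27 down-regulated miRNAs at a threshold of 1, and 99 DEmiRNAs (61 up-regulated, 38 down-regulated) at 0.8. The likelihood ratio test with no filter and the unadjusted p-value gave 153 (119 and 34), and glmTreat gave 9 (6 and 3). Scaling to the raw reads of Table 2, chosen after seeing the data, gave 182 (6 and 176) and moved the median of all miRNAs by -1.15. The 17 combinations that were looked at when the counts were first explored gave 51 to 114 DEmiRNAs, sharing 32 to 55 with the 56, and these 17 were chosen after seeing the data. With the exact test, no filter, and the unadjusted p-value, RLE gave 27 down-regulated miRNAs at a threshold of 1 and 99 (61 and 38) at 0.8, upper-quartile scaling gave 86 (45 down-regulated) and 111 (63 down-regulated), and library size only gave 95 (79 up-regulated) and 114 (93 up-regulated). With the adjusted p-value, TMM and RLE each gave 31 down-regulated miRNAs at 0.8, upper-quartile scaling gave 23 up-regulated and 33 down-regulated at 1 and 48 down-regulated at 0.8, and library size only gave 66 up-regulated at 0.8. DESeq2 without a filter gave 87 (32 down-regulated) with the unadjusted p-value at 0.8. The up-regulated share was 69.6% in the reported result, 84.1% with library size only, 59.3% with upper-quartile scaling, and 3.30% per raw read.

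The 8 key miRNAs kept their direction and an adjusted p-value below 0.05 in all recomputed values but 2 of 150. Per raw read miR-206-3p had a log2 fold change of 0.59 and miR-493-3p 0.55, with adjusted p-values of 0.112 and 0.174 (edgeR). Over the 31 miRNAs named, 504 of 580 recomputed values kept their direction and side of the threshold, 22 were weaker, 27 stronger, and 27 reversed.

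These miRNAs reversed. For rno-let-7b-5p the log2 fold change was -6.59e-06 with RLE, -2.93e-05 with DESeq2, -0.026 with upper-quartile scaling, -0.030 with TMM without the 10 most abundant, -0.020 with no filter, and -1.10 per raw read, and -0.056 to 0.20 across the fits that each left out one library. For rno-miR-135a-5p it was -0.025 with RLE, -0.026 with DESeq2, -0.060 with upper-quartile scaling, -0.061 without the 10 most abundant, -0.051 with no filter, -0.0016 with the replicate block, -1.08 per raw read, and -0.22 to 0.17 across those fits. With library size only, rno-miR-124-3p was at 0.078, rno-miR-124-5p at 0.15, and rno-miR-96-5p at 0.20. Leaving out one library gave -0.29 to 0.048, -0.14 to 0.076, and -0.20 to 0.20 for these 3. Per raw read, rno-let-7b-3p was at -0.70 and rno-miR-182 at -0.90.

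The Dlk1-Dio3, miR-200, miR-29, and muscle sets passed in each of the 11 other settings chosen beforehand for the sets. The other sets moved. With library size only the medians were 0.17 for neuron, -0.21 for pigmented epithelium (no longer passing), and 0.40 for retina (now passing). With RLE they were -0.088 for neuron and 0.15 for retina (both now passing) and -0.034 for let-7. With at least 10 counts in every sample, neuron (-0.14) and retina (0.20) passed, and no oligodendrocyte miRNA was left to test. The pigmented epithelium set (-0.42) no longer passed with the replicate block, nor the oligodendrocyte set (0.41) with camera. In 3 of the 6 fits that each left out one library, the pigmented epithelium set did not pass either (highest adjusted p = 0.0562, limma's fry test). Leaving out one library gave medians of -0.11 to 0.13 for blood, -0.063 to 0.10 for let-7, -0.098 to 0.031 for neuron, -0.62 to -0.26 for pigmented epithelium, and 0.052 to 0.27 for retina. Per raw read the medians were -0.29 for the Dlk1-Dio3 cluster, -0.44 for muscle, -0.73 for oligodendrocyte, -0.95 for retina, -1.08 for blood, -1.11 for let-7, and -1.20 for neuron.

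Differences in library composition and in sample similarity kept their direction in the alternatives tried. GC corrections, with and without the replicate block, were not run because mature sequences were not used here, and listing or summing repeated names could not differ since no name was repeated. With 663096 to 968151 counts in the Na_2_SeO_3_ libraries, miRNAs such as miR-193b-3p and miR-29c-3p rest on 8 to 22 reads per library there, which limits the precision of their fold changes.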

Differences from the paper's values

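No value differed from the paper's by the margin used, which for a count was 1.5 times. The paper reports 47 DEmiRNAs, 29 up-regulated and 18 down-regulated, and 56, 39, and 17 were found here. None of the alternatives set before the data were examined gave all 3 of the paper's counts. DESeq2 gave 46 (30 up-regulated and 16 down-regulated). At least 10 counts in every sample gave 29 up-regulated miRNAs with 13 down-regulated, and 18 down-regulated miRNAs were found with the edgeR exact test, the likelihood ratio test, limma-voom, and the unadjusted p-value, with 37 to 41 up-regulated. The total lay more than 1.5 times from the paper's with a fold change threshold of 0.8 (76, and 82 with the unadjusted p-value), with the exact test or the likelihood ratio test without a filter and with the unadjusted p-value (77 and 99 at thresholds of 1 and 0.8, and 153), and with glmTreat (9). With library size only, the up-regulated count (53) and the down-regulated count (10) were also more than 1.5 times from the paper's. Of the 17 combinations chosen after seeing the values, none gave all 3 counts. DESeq2 without a filter gave 18 down-regulated miRNAs with 33 up-regulated, and the exact test without a filter, with upper-quartile scaling, the adjusted p-value, and a threshold of 0.8, gave 29 up-regulated miRNAs with 48 down-regulated, both chosen after seeing the values.

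The paper describes the distributions of Fig. 2A as normalized. The medians there are about 1.8, 1.7, and 1.7 for WT1 to WT3 and about 1.5, 1.6, and 1.5 for Model1 to Model3, and the highest points are about 5.7 for WT1 and about 5.1 for Model1 in Fig. 2A, read by eye. The counts as deposited, without normalization, gave medians of 1.76, 1.74, and 1.69 and of 1.54, 1.61, and 1.49, and highest values of 5.74 and 5.07. The paper's text sets the fold change threshold at 1, whereas the dashed lines lie at about 0.8 in Fig. 2C, read by eye.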

Other observations

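The tests of chance splits for the DEmiRNAs, of the most abundant miRNAs, and of muscle, neural, and blood miRNAs were set before the data were examined, and the others in this part were chosen only after the result was seen.

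With 3 libraries in each group, 1 of the 10 splits of the 6 libraries, the real one, gave as many as 56 DEmiRNAs. The other 9 gave 0 each, with 0 to 5 at an unadjusted p-value of 0.05. Among the 4 splits that part all same-numbered libraries, 1, the real one, gave as many, and the other 6 splits part only 1 such pair. The real split also gave the most miRNA sets past the threshold, 6 of 10, in 1 of the 10 splits and 1 of the 4, against 0 or 1 in the others. With so few splits these counts cannot rule out that the difference arose by chance. Leaving the 10 most abundant miRNAs out of the scaling changed the up-regulated or down-regulated count by at most 1.24 times. Thinning the control libraries to the mean depth of the Na_2_SeO_3_ libraries, 836341 counts, in 20 draws gave 28 to 37 up-regulated and 14 to 21 down-regulated miRNAs, at most 1.39 times from the reported counts, with 43 to 50 of the 56 DEmiRNAs and 7 or 8 key miRNAs among the calls. Neither the most abundant miRNAs nor the difference in depth accounts for the number of DEmiRNAs.

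A lower share of raw reads was counted as miRNA in the Na_2_SeO_3_ libraries, 12.1% against 30.5%. The number of raw reads does not account for it, since raw reads overlapped between the groups (exact permutation test, p = 0.6). A candidate explanation is that other RNA, such as fragments of longer RNAs, took up more of the reads. The GC content of the raw reads was higher by 1.24 percentage points in the Na_2_SeO_3_ libraries, with no overlap (exact permutation test, p = 0.1, n = 3 per group), which would be consistent with another mix of RNA but cannot settle it, because the reads themselves are not analysed here. A fall of miRNA in the lens after Na_2_SeO_3_ cannot be told apart from this explanation. Which is the case bears on the up-regulated miRNAs, since they are up-regulated relative to the counted miRNAs.

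For miR-206-3p the scale matters in the same way. Its log2 fold change per raw read was 0.59, so its rise cannot be told apart from an effect of scaling to the counted miRNAs. Muscle tissue carried over with the lenses is another candidate source. Of the 4 other muscle miRNAs tested, 3 rose too (adjusted p = 0.0218 over 3 follow-up tests for miR-1-3p, miR-133a-3p, and miR-133b-3p, limma's fry test), with log2 fold changes of 0.69, 0.68, and 0.98, although per raw read the median of the muscle set was -0.44. The remaining one, rno-miR-499-5p, was lower (log2 fold change -0.49, adjusted p = 0.0680, edgeR), and with it added the adjusted p of the fry test was 0.0605. Over Na_2_SeO_3_ libraries 1 to 3, miR-206-3p was at 4419, 2874, and 3180 CPM, highest in library 1, where miR-133a-3p (955, 1358, and 1183 CPM) and miR-133b-3p (118, 238, and 238 CPM) were lowest. The values of miR-1-3p (8703, 8376, and 9278 CPM) varied little and, like those of miR-206-3p, were lowest in library 2. The miRNA test alone cannot settle whether muscle tissue is a source. The paper's down-regulated hub genes include the muscle genes Acta1, Ckm, and Myh7. After TMM scaling the muscle miRNAs apart from miR-499-5p moved in the opposite direction to these mRNAs, each relative to their own libraries. Per raw read the median of the muscle set, -0.44, had the same sign as these mRNAs. The contrast therefore depends on the scale and cannot settle whether muscle tissue is a source. The mRNA libraries are not analysed here.

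Neural or glial tissue carried over with the lenses would raise the neuron, retina, and oligodendrocyte sets together. The neuron and retina sets did not differ between the groups (lowest adjusted p = 0.144, limma's fry test). This depended on the setting. The retina set passed with library size only, with RLE, with at least 10 counts in every sample, and without control library 3, with medians from 0.15 to 0.40, and per raw read it passed in the other direction, at -0.95. Over the alternatives its adjusted p ranged from 0.0020 to 0.825, the highest with camera rather than fry. The neuron set passed with RLE and with at least 10 counts in every sample, where its median was negative, and in 3 of the 6 fits that each left out one library, where its median was -0.07, 0.02, and 0.03, and it passed per raw read at -1.20. Its adjusted p ranged from 0.0050 to 0.680 over the alternatives, the highest with camera rather than fry. The oligodendrocyte set passed (adjusted p = 0.0078, limma's fry test, median log2 fold change 0.41, with a range of 0.0029 to 0.121 over the alternatives, the highest with camera), and without miR-219a-2-3p it did not. The tests leave this source open. The blood set did not differ (adjusted p = 0.214, limma's fry test, with a range of 0.0712 to 0.870 over the alternatives, the highest with camera). The test therefore gave no sign of blood, although rno-miR-486 rose alone among the 7 miRNAs of the set to a DEmiRNA (log2 fold change 1.12, adjusted p = 0.0015, edgeR).

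The miR-200 family fell as a set, with all 5 members lower and a median log2 fold change of -0.91 (adjusted p = 0.0022, limma's fry test, and 0.0328 with the replicate number as a block, the highest over the alternatives). Its median was negative in each of the 11 other settings chosen beforehand and also per raw read, at -2.05. The paper names only miR-200a of this family.

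The paper cites let-7b, miR-221, and miR-124 as changed in cataracts, and miR-202, miR-193b, miR-135a, miR-365, and miR-376a as abundant in the aqueous humor of cataract patients. In these lenses rno-let-7b-5p (log2 fold change 0.06, adjusted p = 0.811, edgeR), rno-miR-124-3p (-0.12, adjusted p = 0.709, edgeR), and rno-miR-135a-5p (0.03, adjusted p = 0.923, edgeR) did not differ between the groups, although per raw read they were at -1.10, -1.30, and -1.08 and passed both thresholds (highest adjusted p = 0.0043, edgeR). rno-miR-221-3p (-0.60, adjusted p = 0.0229, edgeR) and rno-miR-365-3p (-0.92, adjusted p = 0.0226, edgeR) were lower in 3 of 3 Na_2_SeO_3_ libraries without reaching the fold change threshold, and over the alternatives chosen beforehand their adjusted p ranged from 0.0109 to 0.124 and from 0.0076 to 0.132 (edgeR, limma, and DESeq2). rno-miR-365-3p passed both thresholds with upper-quartile scaling (-1.01, adjusted p = 0.0100, edgeR), with TMM without the 10 most abundant, and without Na_2_SeO_3_ library 2 or 3, and both miRNAs passed them per raw read. Of the 11 other arms and cited miRNAs tested, 3 passed an adjusted p-value of 0.05, adjusted over these 11 as over all miRNAs. Both arms of miR-202 had no count in any library, miR-376a-3p had at most 2, and miR-376a-5p had 3 to 13 reads per library, too few to be tested.

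One DEmiRNA rested on a single library. rno-miR-122-5p had 2, 24, and 262 reads in Na_2_SeO_3_ libraries 1 to 3 and 8 to 45 in the control libraries, and it was chosen after its values were seen.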
